# Macrophage Heterogeneity in the Intestinal Cells of Salmon: Hints From Transcriptomic and Imaging Data

**DOI:** 10.3389/fimmu.2021.798156

**Published:** 2021-12-23

**Authors:** Youngjin Park, Qirui Zhang, Jorge M. O. Fernandes, Geert F. Wiegertjes, Viswanath Kiron

**Keywords:** adherent cells, intestinal cells, macrophages, RNA-seq, miRNAs, Atlantic salmon

## Abstract

The intestine has many types of cells that are present mostly in the epithelium and lamina propria. The importance of the intestinal cells for the mammalian mucosal immune system is well-established. However, there is no in-depth information about many of the intestinal cells in teleosts. In our previous study, we reported that adherent intestinal cells (AIC) predominantly express macrophage-related genes. To gather further evidence that AIC include macrophage-like cells, we compared their phagocytic activity and morphology with those of adherent head kidney cells (AKC), previously characterized as macrophage-like cells. We also compared equally abundant as well as differentially expressed mRNAs and miRNAs between AIC and AKC. AIC had lower phagocytic activity and were larger and more circular than macrophage-like AKC. RNA-Seq data revealed that there were 18309 mRNAs, with 59 miRNAs that were equally abundant between AIC and AKC. Integrative analysis of the mRNA and miRNA transcriptomes revealed macrophage heterogeneity in both AIC and AKC. In addition, analysis of AIC and AKC transcriptomes revealed functional characteristics of mucosal and systemic macrophages. Five pairs with significant negative correlations between miRNA and mRNAs were linked to macrophages and epithelial cells and their interaction could be pointing to macrophage activation and differentiation. The potential macrophage markers suggested in this study should be investigated under different immune conditions to understand the exact macrophage phenotypes.

## Introduction

Intestine is the largest interface between the external environment and the host. Hence, this organ has many immune cells that support the defence system. Fish intestine consists of various immune cells such as macrophages, dendritic-like cells, B and T cells, and intraepithelial lymphocytes; they are present either between the epithelial cells or in the lamina propria of the intestine (1). These cells are assumed to work together as a mucosal barrier, supporting immune responses in the intestine (2).

Cell adhesion is one of the inherent functions of intestinal cells. This fundamental characteristic is essential for both, stimulating cell-cell communication and sustaining tissue structure (3). This ability of cells to adhere to one another can be exploited to obtain a highly enriched cell population for research purposes. For example, in mammals, this characteristic has been used to study adherent cell types such as macrophages (4), epithelial cells (5) and endothelial cells (6). In fish, the head kidney is a key immune organ and we previously suggested that adherent cells from this organ of Atlantic salmon (*Salmo salar*) could include macrophages (7). We also reported that adherent cells from the intestine of Atlantic salmon express a number of genes typical of macrophages and that these cells have phagocytic ability (8), suggesting that AIC comprise macrophages.

All cells including macrophages express messenger RNAs (mRNAs) and microRNAs (miRNAs). MicroRNAs are a group of small RNAs that are able to bind to the 3’ UTR of messenger RNAs and these small RNAs negatively regulate target transcripts by silencing mRNA translation or promoting their degradation (9). In mammals, several studies revealed negative correlations between the expression of miRNA and mRNA, based on the fact that up/downregulated miRNAs give rise to down/upregulated mRNA (10, 11). Other studies addressed miRNA-mRNA interactions to understand the miRNA targeting specificity in mice (12) and insects (13). In fish, a recent study profiled the miRNAs from different tissues and developmental stages of Atlantic salmon (14). Furthermore, Smith, Christian (15) reported that miRNA expressions in adherent head kidney cells could influence macrophage differentiation. However, corresponding information associated with fish intestine do not exist.

Macrophages can display different activation states that reflect different phenotypes acquired in response to distinct environmental signals. Macrophage heterogeneity can be influenced by dietary components, microbiota and cytokines (16–19). For humans, it has also been reported that the local environment of the intestine could imprint specific phenotypes and functions of macrophages (20). In addition, self-replenishment of tissue-resident macrophages is considered a conserved process (21). Considering these characteristics of macrophages, we assume that intestinal macrophages of fish could have unique phenotypes different from those of systemic organs like head kidney. For mammals, it is known that miRNAs have roles in both differentiation of intestinal epithelial cells, dendritic cells, and macrophages (22–24). Fish M1 and M2-like macrophages are believed to produce antimicrobials (nitric oxide and pro-inflammatory cytokines)(M1) or molecules associated with tissue regeneration (arginase and anti-inflammatory cytokines)(M2) similar to their mammalian counterparts (19, 25, 26). Although we reported the presence of macrophages in adherent intestinal cells in our previous study (8), we could not ascertain conclusively the macrophage heterogeneity.

Here, we investigated both mRNA and miRNA transcriptomes in adherent cells from the intestine (AIC) and the head kidney (AKC) of Atlantic salmon. We examined (1) equally abundant macrophage-related mRNAs and miRNAs in AIC and AKC, (2) differentially expressed mRNAs (DEGs) and miRNAs (DE miRNAs) in AIC compared to AKC, (3) negative correlations between DE miRNA and DE target mRNAs, and (4) enriched pathways and GO terms of transcriptomes of AIC and AKC. We discuss the gene profiles of the adherent cells to reveal the presence of heterogeneous macrophage phenotypes. A better knowledge of different cell types in Atlantic salmon is important, both from an evolutionary and fish health perspective.

## Methods

### Ethics Statement

The present study was approved by the National Animal Research Authority in Norway (Mattilsynet; FOTS ID 10050) and all the protocols were according to its guidelines.

### Experimental Animal and Sample Collection

In this study, Atlantic salmon (*Salmo salar*) post smolts were purchased from a commercial producer (Sundsfjord Smolt, Nygårdsjøen, Norway). These fish were raised in a flow-through sea water system (temperature: 7-8°C, dissolved oxygen saturation: 87-92%, 24-h light cycle) at the Research Station of Nord University, Bodø, Norway, and were daily fed a commercial feed (Ewos Micro, Ewos AS, Bergen, Norway) at 1.2% of their body weight. Samples were collected from fish (n = 6) of the weight range 510-590 g. They were starved for 24 h and sacrificed with an overdose of tricaine methane sulphonate (Argent Chemical Laboratories, Redmond, USA; 200 mg/L). Then, distal intestine (DI) and head kidney (HK) were dissected under sterile conditions to isolate the cells from these organs.

### Cell Isolation and Culture

Cells from DI and HK were harvested and grown at 12°C in Leibovitz’s L-15 Medium (L-15; Sigma, Oslo, Norway) as described previously by Park, Zhang (8). Briefly, the isolated DI or HK leukocytes were allowed to adhere on a cell culture dish (Nunc EasYDish, Thermo Fisher Scientific, Oslo, Norway) with 2 mL L-15+ (L-15 medium with 50 U/mL penicillin, 50 μg/mL streptomycin, 2% fetal bovine serum and 10 U/mL heparin) for 2 days at 12°C. Thereafter the medium was removed and the adherent cells on the culture dish were detached by washing three times with 1.5 mL ice-cold PBS (Sigma) supplemented with 5 mM EDTA (Sigma). The cells were centrifuged (500 × *g*, 5 min, 4°C) and re-suspended with 2 mL L-15+. Then, the adherent intestinal cells or adherent head kidney cells were counted using a portable cell counter (Scepter™ 2.0 cell counter, EMD Millipore, Darmstadt, Germany) for further analysis.

### Phagocytosis Assay

First, we assessed the morphological differences of the adherent cells from the AIC and AKC populations. Then we evaluated the phagocytic activities of these cells using phagocytosis assay employing ImageStream^®^X Mk II Imaging Flow Cytometer (Luminex Corporation, Austin, TX, United States). The assay and image analyses were performed based on our previous protocols (7, 8). Briefly, fluorescent bio-particles (pHrodo™ Red *Escherichia coli* Bioparticles, Thermo Fisher Scientific) were added into aliquots containing 0.5 × 10^5^ cells in 100 μL L-15 + at a cell and particle ratio of 1:5 for incubating the cells for 2 h at 12°C. After incubation, the cells with the engulfed particles were washed with 500 μL PBS by centrifugation (500 × g, 5 min, 4°C) and resuspended in 50 μL PBS. Then, we added 1 μL of propidium iodide (PI) to the tubes containing the cells, right before loading into the imaging flow cytometer, to stain dead cells as well as to study the shape of nuclei of macrophage-like cells. Thereafter, more than 10,000 cell images were acquired. During data analysis, the dead cells were excluded by gating the PI positive cell area, and only live cells were considered for the phagocytic assay. We analysed the cell images by adopting the masking strategy and employing the features provided in IDEAS 6.1.822.0 software (Luminex); compared diameter, circularity, and elongation of phagocytes in the AIC and AKC populations. The percent of phagocytosis of bio-particles by macrophages is calculated based on the number of macrophages engulfing the particles among total macrophages.

### mRNA and small RNA Profiling

We performed mRNA and small RNA sequencing to profile their expression in the AIC and AKC (reference cell type). Six biological replicates were used for the study.

### RNA Isolation

Total RNA was extracted from AIC or AKC (500,000 cells) using PicoPure RNA isolation kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. The quality and quantity of the isolated total RNA were assessed using Agilent RNA high sensitivity screen tape kits and Bioanalyzer 2200 TapeStation system (Agilent Technologies, Santa Clara, CA, USA).

### Library Preparation and Illumina Sequencing

For mRNA sequencing, high quality RNA (RNA Integrity Number > 8) from each sample (50 ng) was used for library construction using the NEBNext Ultra II Directional RNA library preparation kit with poly (A) mRNA magnetic isolation module (NEB #E7490; New England BioLabs^®^, Herts, UK) as described previously by Park, Zhang (8). The quality and quantity of sequencing-ready libraries were examined using Agilent DNA high sensitivity screen tape kits and Bioanalyzer 2200 TapeStation system. These individual libraries were pooled at equimolar ratio and sequenced on a NextSeq 500 sequencer (Illumina, San Diego, CA, USA) with a high throughput flow cell (single‐end, 75 bp) at the sequencing facility of Nord University, Bodø, Norway.

A portion of the RNA extracted for the mRNA sequencing was also used for the miRNA sequencing; 50 ng was used for library preparation using the NEXTflex Small RNA-Seq Kit v3 (Bioo Scientific, Austin, TX, USA), following the manufacturer’s protocol. Briefly, RNA was ligated with the NEXTflex 3’ 4N and 5’ 4N Adenylated adapters. Then, the RNA was reverse transcribed into first-strand cDNA and amplified with NEXTflex universal and barcoded primers on a thermocycler (Applied Biosystem, NY, USA) for 25 cycles. The conditions for each cycle were: 95°C for 2 min; 95°C for 20 s, 60°C for 30 s, 72°C for 15 s; 72°C for 2 min. For PAGE size selection, 5 µL of 6X gel loading dye was added to each PCR product and the mixture was loaded onto a 10% TBE-PAGE gel (Thermo Fisher Scientific). Then, the cDNA was isolated from the ~150 bp gel band. After the size selection, the quality and quantity of individual libraries were assessed using Agilent RNA high sensitivity screen tape kits and Bioanalyzer 2200 TapeStation system. The individual libraries were pooled at equimolar ratio and sequenced as mentioned above.

### Bioinformatics Analyses and Statistics

In our related study on AIC (8), we profiled the expression of selected cell-specific genes (macrophages, dendritic cells, T and B cells and endothelial cells) and genes related to cytokines and chemokines. In the present study, we reanalysed the same mRNA transcriptome data presented in the aforementioned paper and integrated it with the newly generated small RNA-Seq dataset. In particular, i) we filtered out top thirty equally abundant macrophage-related genes (with |Log_2_FC)| < 0.005) and miRNAs (with |Log_2_FC| < 1) in AIC and AKC, ii) determined differentially expressed genes and miRNAs between AIC and AKC, and iii) analysed the association between mRNAs and miRNAs (i.e., correlation analysis between miRNA and their target gene).

### mRNA-Seq and Small RNA-Seq Data Analyses

All bioinformatic analyses of mRNA-Seq data were performed as previously described by Zhang, Kopp (27). Briefly, raw data were converted to fastq format with bcl2fastq2 (v2.17, Illumina), followed by adapter trimming using Cutadapt (28) and filtering low-quality reads with fastq_quality_filter “-q 20 -p 80”. The clean reads were then aligned against ICSASG_v2 assembly of Atlantic salmon genome using STAR (29) with the following parameters: “–outSAMtype BAM SortedByCoordinate –quantMode TranscriptomeSAM GeneCounts”. Read counts were extracted from the alignment file ReadsPerGene.out.tab, the fourth column of which refers to the read counts from the “2^nd^ read strand”. Raw read counts of the 12 samples were merged to create a matrix, which was used for the differential expression analysis. For small RNA-Seq analysis, the quality of raw reads was assessed using FastQC (30), followed by adapter trimming using Cutadapt and removal of low quality reads using FASTX-Toolkit as described above. Clean reads were aligned to Atlantic salmon genome ICSASG_v2 using miRDeep2 package (31) command mapper.pl with parameters: “-e -d -h -i -j -l 18 -m -n -o 16”, and the counts were generated using command quantifier.pl with salmon hairpin and mature miRNAs from miRbase (32) as input. 

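The read numbers of Supplementary Table 1 were set beside the count table. Clean reads numbered 25805716 ± 5599723 (SD, n = 6) in AIC and 28053811 ± 4346188 (SD, n = 6) in AKC, a difference within the spread between libraries (exact permutation test, two-sided, p = 0.437). Of the clean reads, 22.3% ± 5.43 (SD, n = 6) were mapped in AIC and 36.8% ± 10.1 (SD, n = 6) in AKC, as calculated from the paper's mapped and clean reads (exact permutation test, two-sided, p = 0.0152). The total of the count table per mapped read was between 0.551 and 1.16 in AIC and between 0.881 and 1.29 in AKC, so the table's totals are not the mapped reads of the same libraries.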

Details of raw, clean and mapped reads are provided in **Supplementary Table 1**. The filtered miRNAs were employed to reveal the differential expression between the genes in AIC to AKC. DESeq2 (33) was employed to determine differentially expressed mRNAs and miRNAs, after clarifying the dispersion estimates and minus over average expression (**Supplementary Figure 1**). An absolute fold change (FC) ≥ 2 and Benjamini-Hochberg adjusted p value < 0.05 were considered for the analyses. The R packages ggplot2 (34) and pheatmap (35) were employed for data visualization. Enrichment of KEGG pathways and gene ontology based on the up or downregulated genes were performed using clusterProfiler (36) as described previously (37). Here, an absolute FC > 4 was considered for the analyses. The R packages ggplot2 (34) and ggraph (38) were used to generate the graphs.

### *In Silico* Analysis to Determine the Target Genes of miRNAs

To study the correlation between DE miRNAs and their target transcripts found in the DEGs, we used two target prediction algorithms: miRanda “-sc 140 -en -20 -scale 4 -strict -go -4 -ge -9 -quiet” (39) and RNAhybrid “-b 1 -c -m 5000 -u 1 -v 1 -e -20 -p 0.05 -s 3utr_human -q” (40). Only genes that were identified by both algorithms were selected as potential targets. We focused on miRNAs and their target pairs that were inversely correlated since miRNAs are negative regulators of gene expression (41). Using Pearson’s correlation analysis, negative correlations between DE miRNA and their target mRNAs among DEGs were determined according to the following three criteria: (1) normality of the data and homoscedasticity of residuals, (2) correlation coefficient r < 0 and (3) p-value < 0.05. Here we considered two types of negative correlation pairs: (1) upregulated DE miRNAs and downregulated target genes among DEGs, (2) downregulated DE miRNAs and upregulated target genes among DEGs.

## Results

### Macrophage-Like Cells With Phagocytic Activity

Based on the protocol described in our previous studies (7, 8), we were able to identify the area of macrophage-like cells in the cell population plot (bright-field area vs side scatter intensity). Gates of macrophage-like cells in the plots of AIC and AKC populations were set based on the cell size and granularity (**Supplementary Figures 2A, B**). AKC had more stretched cells while AIC had relatively circular cells. Furthermore, we employed PI staining to show the shapes of nuclei of macrophage-like cells in AIC (**Supplementary Figure 2C**). We also measured the phagocytic activity of the macrophage-like cells in the above-mentioned gates using the imaging flow cytometry. **Figures 1A, B** indicate the phagocytic activities of the macrophage-like cells in both AIC and AKC populations. In addition, we have generated representative cell images of such phagocytes that have engulfed different numbers of *Escherichia coli* bioparticles (**Figures 1C, D**). As for the cell shapes, we employed features and mask in the IDEAS software to understand the morphology of the phagocytes in AIC and AKC (**Figure 1E**). Diameter and circularity of the phagocytes in AIC were significantly higher than those in AKC (**Figures 1F, G**). However, the phagocytes in AKC were more stretched or elongated compared to those in AIC (**Figure 1H**).

**Figure 1:**
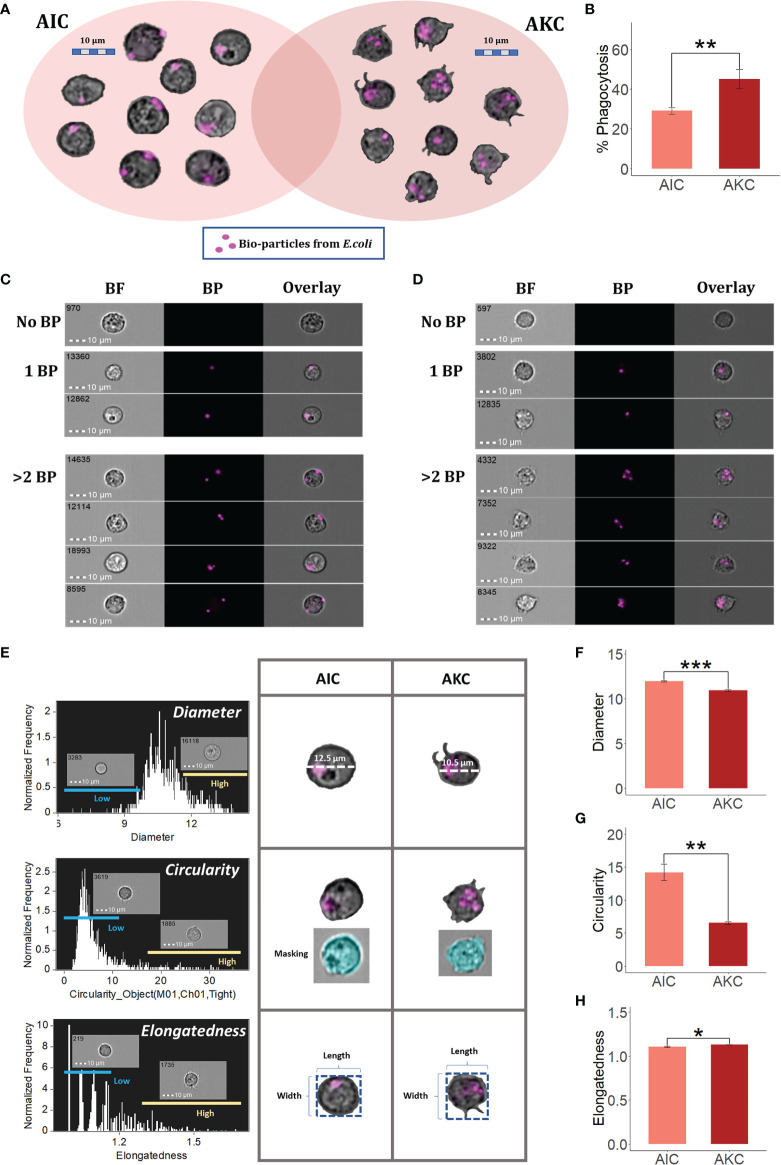
Phagocytes in the adherent cells from the intestine and head kidney of Atlantic salmon. **(A)** Macrophage-like cells that exhibited phagocytic activity. **(B)** Phagocytic activities of macrophage-like cells in AIC and AKC. Representative cell images show macrophage-like cells with no bioparticles (BP), 1BP and >2BP in AIC **(C)** and AKC **(D)**. Workflow of measuring diameter, circularity and elongatedness of phagocytes in AIC and AKC **(E)**. Diameter **(F)**, circularity **(G)** and elongatedness **(H)** of phagocytes from AIC and AKC. Bar plots indicate the mean ± SD (*n = 6*). Significant differences are indicated using asterisks: *p < 0.05, **p < 0.01, ***p < 0.001. All cell images were captured with 40 × objectives. Scale bar = 10 µm. AIC, adherent cells from the distal intestine; AKC, adherent cells from the head kidney; BF, brightfield; 1BP and >2BP, 1-2 internalized particles.

### Macrophage-Related mRNA and miRNA Genes

To reveal the presence of plausible macrophage-like cells, in the present study, we employed the mRNA transcriptomes of the AIC and AKC that were used in our previous study (8). In addition, miRNA transcriptomes of the same pool of AIC and AKC (8) were targeted to obtain a better understanding of how miRNAs regulate their target macrophage-related genes. It should be noted that the whole adherent cell pools in the intestine and head kidney were employed for the transcriptome study. 

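Small RNA libraries were made from adherent intestinal cells (AIC, 6 libraries) and adherent head kidney cells (AKC, 6 libraries), numbered 1 to 6 in each group. The cells had been left to adhere for 2 days at 12°C, RNA was extracted from 500000 cells, and 50 ng of RNA per library was amplified for 25 PCR cycles. The paper gives 200 mg/L of the anaesthetic tricaine methane sulphonate, and the sample labels give 80 mg/L. The authors trimmed adapters, removed low-quality reads, mapped the rest to the ICSASG_v2 assembly and counted them on the salmon miRNAs of miRBase with miRDeep2. The deposited table holds one estimated count per mature miRNA and library, not normalized for library size. It lists 361 mature miRNAs, of which 180 have a count in at least 1 library. In 12 of its rows some values are not whole numbers, and all values were rounded before testing. Mature miRNAs of one family differ by a few bases, so reads of the let-7 or miR-92a members can be counted on more than one of them. The total count per library ranged from 2253241 to 11804738 in AIC (median 4842494.5) and from 5791812 to 19586480 in AKC (median 11374165). The smaller totals in AIC differed from those in AKC by more than the spread between libraries (exact permutation test, two-sided, p = 0.0346). At these depths 3 counts, taken here as the smallest countable signal, are at most 0.000133% of an AIC library and 5.18e-05% of an AKC library. These floors cover counting error only, since PCR copies of one molecule cannot be told apart in counts. edgeR's filterByExpr kept 76 miRNAs, which were scaled with TMM factors and tested with edgeR's quasi-likelihood test. A miRNA was called differentially expressed at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p below 0.05. The common biological coefficient of variation was 1.17, which is wide and limits the small differences that 6 libraries per group can show.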

We used only a subset of this pool to study the phagocytosis of macrophage-like cell population.

The overall workflow of the mRNA-Seq and small RNA-Seq data analysis is shown in **Figure 2**. The principal component analysis plots of mRNA (**Figure 3A**) and miRNA (**Figure 3D**) sequence data show two clear clusters corresponding to AIC and AKC. However, there were many common mRNA and miRNAs in AIC and AKC. 

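For the miRNA data, the first principal component of log2 CPM (TMM scaling, prior count of 2, 76 miRNAs) held 54.2% of the variance and the second held 11.1%. On the first component the AIC libraries lay between 16.5 and 21.0 and the AKC libraries between -24.0 and -14.1. On the second component the AIC libraries spread from -10.4 to 21.1, wider than the AKC libraries, which lay between -3.62 and 4.89. The pseudo-F of the Euclidean distances between the groups was 11.4, the largest of all splits of the 12 libraries into 6 and 6 (exact permutation test, one-sided, p = 0.00216, the smallest these splits can give). Of the alternatives, the fit with no filter on low counts moved the first component most, to 36.4% of the variance.

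**Figure D1:**
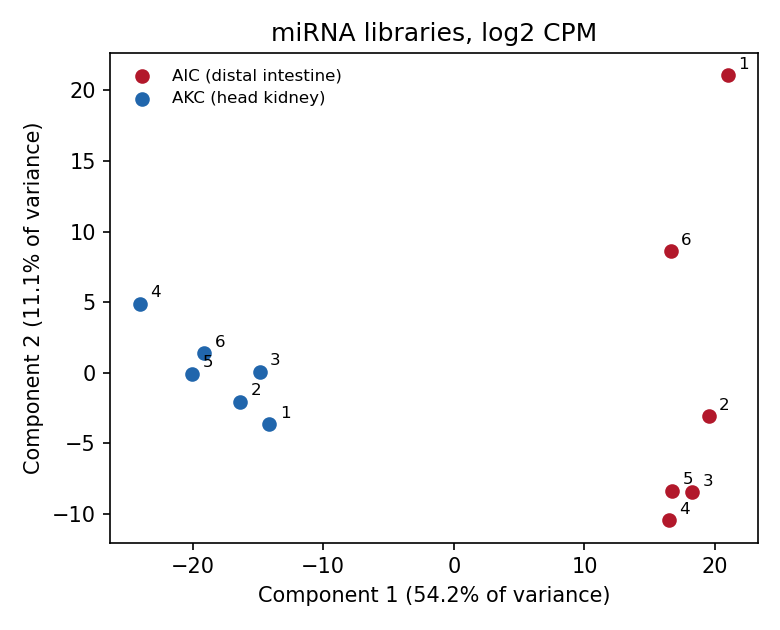
Position of each miRNA library on the first and second principal components of log2 CPM, with the share of variance on each axis. Points are single libraries labelled by replicate number, and the 6 AIC libraries sit at 16.5 or above on the first component while all AKC libraries sit at -14.1 or below.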

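Of the miRNAs tested, 56 were not differentially expressed between AIC and AKC. A miRNA outside the calls is not thereby shown to be equal in both groups. An absolute log2 fold change below 1 was found for 34 of the tested miRNAs, and the 95% confidence interval lay within -1 and 1 for only 4 of these. The median log2 fold change over the tested miRNAs was 0.09 with TMM scaling, -0.65 with total counts alone and -1.18 with the mapped reads as library size, so which miRNAs count as common moves with the scaling.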

While the number of common mRNA was 18309 (**Figure 3B**), the corresponding number for the miRNA (**Figure 3E**) was 59. 

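Among the miRNAs of similar abundance, ssa-miR-462a-5p had 4619 ± 715 (SD, n = 6) TMM-normalized CPM in AIC and 6289 ± 1839 (SD, n = 6) in AKC, a log2 fold change of -0.45 (95% confidence interval -0.98 to 0.09). For ssa-let-7c-5p the normalized counts were 1996 ± 564 (SD, n = 6) in AIC and 2695 ± 991 (SD, n = 6) in AKC. Its log2 fold change of -0.43 had an interval from -1.11 to 0.24, which reaches beyond a fold change of 2. ssa-miR-125b-5p had 1273 ± 634 (SD, n = 6) normalized counts in AIC and 1277 ± 99.0 (SD, n = 6) in AKC, with a log2 fold change of -0.0051 (interval -0.76 to 0.75). None of these differences was larger than the spread between libraries (adjusted p = 0.205, 0.368 and 0.989 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With total counts alone, ssa-miR-462a-5p and ssa-let-7c-5p were called lower in AIC, with log2 fold changes of -1.23 and -1.27. Using the mapped reads as library size, ssa-miR-125b-5p was called lower as well, at -1.34.

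**Figure D2:**
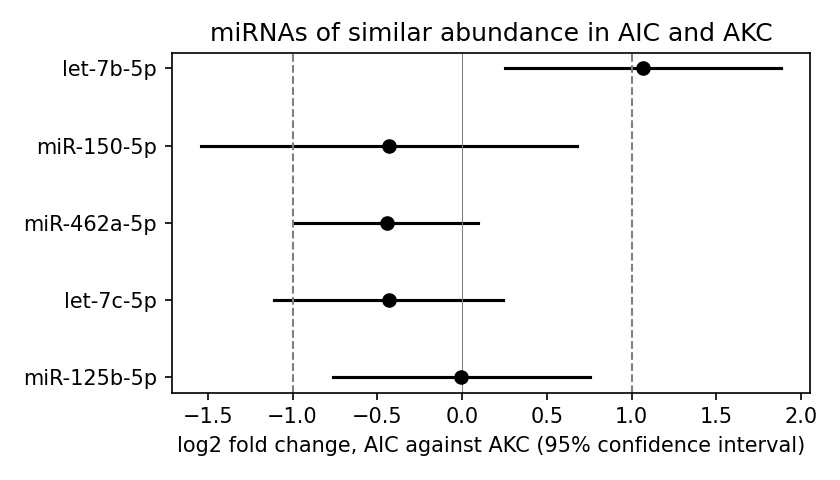
Log2 fold change of AIC against AKC for the miRNAs named as similar in abundance, with points for the estimate, bars for the 95% confidence interval and dashed lines at -1 and 1. The intervals of ssa-miR-462a-5p and ssa-miR-125b-5p stay between the dashed lines, while the others cross one of them.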

The macrophage-related mRNAs and miRNAs among top 30 equally abundant mRNAs or miRNAs are shown in **Figures 3G**, **H**, respectively. Of the genes that had similar normalised read counts in AIC and AKC (**Supplementary Table 2**), *serbp1a*, *ran1* and *cnbp* were the most abundant (with high base mean) genes. Furthermore, six genes, namely *mst1ra*, *romo1*, *prdx4, calm1*, *bcam* and *ceacam18* were equally abundant in AIC and AKC. Among the similarly expressed miRNAs in the two types of adherent cells (**Supplementary Table 3**), ssa-let-7b-5p and ssa-miR-150-5p were the most abundant small RNAs.

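ssa-let-7b-5p had 152194 ± 78913 (SD, n = 6) TMM-normalized CPM in AIC and 72546 ± 40592 (SD, n = 6) in AKC. Its log2 fold change was 1.07 (standard error 0.38, adjusted p = 0.0524 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so it was not called and also lay outside an absolute log2 fold change of 1. It was called without AKC replicate 4 (1.31), and over the 12 fits that each left out one library it ran from 0.53 to 1.31. With DESeq2's size factors the log2 fold change was 0.90, and ssa-let-7b-5p was then the most abundant miRNA below that limit. With total counts alone it was 0.19, and ssa-let-7b-5p ranked 2 below the limit, after ssa-let-7a-5p. ssa-miR-150-5p had 11239 ± 10759 (SD, n = 6) normalized counts in AIC and 15179 ± 5425 (SD, n = 6) in AKC, with a log2 fold change of -0.43 (standard error 0.52, adjusted p = 0.623 from the same test). By mean normalized count it ranked 2 among the miRNAs below the limit, after ssa-miR-181a-5p. With total counts alone ssa-miR-150-5p was called lower in AIC, at -1.46.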

**Figure 2:**
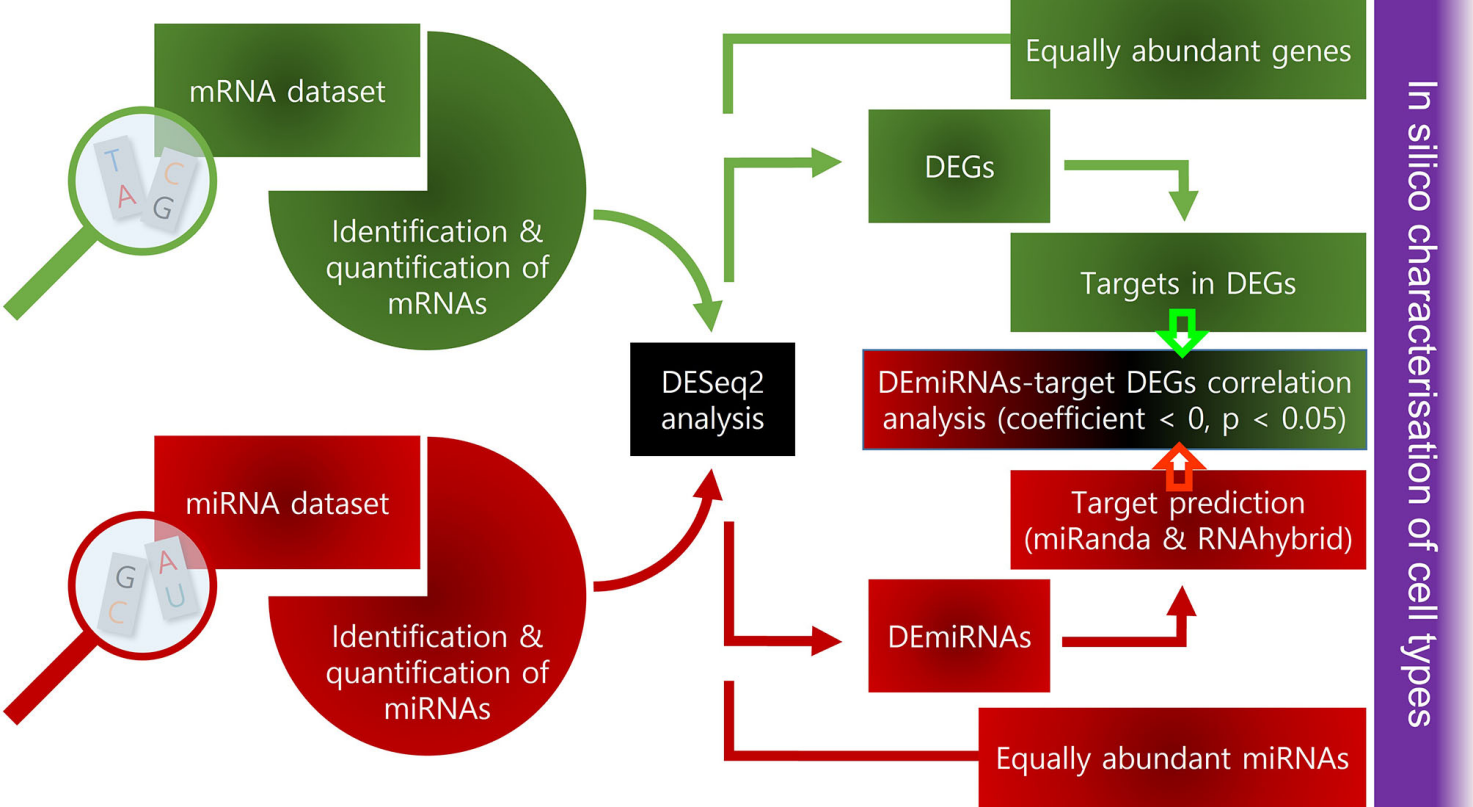
Workflow of the bioinformatic analysis of mRNA and small RNA sequencing datasets.

**Figure 3:**
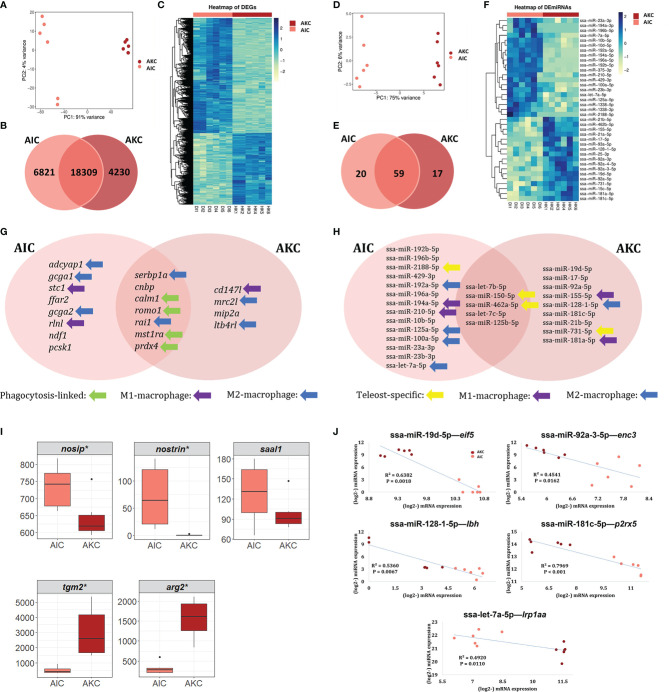
Markers of macrophage-like cells in the mRNA or miRNA transcriptomes of the adherent cells from the intestine and head kidney of Atlantic salmon. Differences in the mRNA and miRNA transcripts **(A, C, D, F)**. Venn diagram showing the number of common and unique genes in mRNA **(B)** or miRNA **(E)** transcriptomes. Macrophage-related mRNAs and miRNAs among top 20 genes in AIC **(G)** and AKC **(H)** populations. Employing the normalized read counts from DESeq2 analyses, the expression levels of the potential gene markers of fish M1- (**I**, upper) and M2-macrophages (**I**, lower) were compared to understand the phenotypes in AIC and AKC. Statistically significant differences (* p value < 0.05) are indicated using asterisks. Boxplots show the median, minimum and maximum values in the data (n = 6). **(J)** Negative correlations between the miRNA and mRNA. AIC, adherent cells from the distal intestine; AKC, adherent cells from the head kidney; *nosip*, nitric oxide synthase interacting protein; *nostrin*, nitric oxide synthase trafficking; *saal1*, serum amyloid A-like 1; tgm2, transglutaminase 2, like; *arg2*, arginase 2; *eif5*, eukaryotic translation factor 5-like; *enc3*, ectodermal-neural cortex 3; *lbh*, protein LBH-like; *p2rx5*, P2X purinoceptor 5-like; *lrp1aa*, low-density lipoprotein receptor-related protein 1-like.

### Characteristic Genes of the Adherent Intestinal and Head Kidney Cells

As for the differentially expressed mRNAs, in total, 11051 DEGs were identified in AIC compared to AKC; 6821 up and 4230 downregulated DEGs (**Figures 3B, C** and **Supplementary Table 4**). In addition, 37 DE miRNAs were identified in AIC compared to AKC; 20 up and 17 downregulated DE miRNAs (**Figures 3E, F** and **Supplementary Table 5**). 

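In the fit used here, 20 miRNAs were differentially expressed, of which 13 were higher and 7 lower in AIC (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05). Of the 37 miRNAs in the paper's Supplementary Table 5, 32 passed the filter on low counts, all of them changed in the paper's direction, and 19 were called. The AIC libraries all lay on one side of the AKC libraries for 15 of the called miRNAs and for 20 of all 76 tested. For a miRNA chosen without regard to the counts, 0.216% of splits of 12 libraries give such a separation by chance. The called miRNAs were chosen for a difference in the same counts, so this percentage does not apply to them. With the replicate number as a block, 22 miRNAs were called, 12 higher and 10 lower, and 19 of these were among the calls without the block. Libraries of the same number did not deviate together, with a mean correlation of -0.00143 between their deviations from the group means. The split between higher and lower calls depended on the scaling. With total counts alone 9 were higher and 20 lower, and with the mapped reads as library size 9 were higher and 24 lower. The number moved most with DESeq2, the tool of the paper, run without a filter on low counts, which called 57, 34 higher and 23 lower, and gave an adjusted p for 134 of 180 miRNAs. edgeR without a filter gave one for all 180 and called 41. On the same 76 miRNAs, in a fit chosen after the data were seen, DESeq2 called 33, 17 higher and 16 lower. A few miRNAs took most of the counts. ssa-let-7a-5p held the largest share in both groups. Its share was 46.9% ± 3.35 (SD, n = 6) in AIC and 38.3% ± 5.97 (SD, n = 6) in AKC. An exact permutation test, two-sided, gave p = 0.0108 for ssa-let-7a-5p, and 0.0139 after Benjamini-Hochberg adjustment over 9 shares. ssa-let-7b-5p held 10.6% ± 3.07 (SD, n = 6) in AIC and 9.31% ± 3.80 (SD, n = 6) in AKC (exact permutation test, two-sided, p = 0.519). ssa-miR-375-3p held 24.3% ± 3.29 (SD, n = 6) of an AIC library and 0.0141% ± 0.00601 (SD, n = 6) of an AKC library. ssa-miR-92a-3p held 8.27% ± 2.51 (SD, n = 6) in AIC and 29.6% ± 4.12 (SD, n = 6) in AKC (exact permutation tests, two-sided, p = 0.00216 for ssa-miR-375-3p and for ssa-miR-92a-3p, the smallest that 6 against 6 allow, and 0.00487 after Benjamini-Hochberg adjustment over 9 shares). ssa-miR-200a-3p was the called miRNA outside the paper's table, with 3943 ± 479 (SD, n = 6) TMM-normalized CPM in AIC and 7.03 ± 13.4 (SD, n = 6) in AKC. From miRNAs equally or differentially abundant in AIC and AKC, the roles reported for them in mammals and salmon, and target genes such as lrp1aa and eif5, the paper proposes that macrophage polarization is regulated by miRNA.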

Several macrophage-related genes were found among the top 20 up and downregulated mRNAs or miRNAs in AIC (**Figure 3G**) and AKC populations (**Figure 3H**).

Among the upregulated DEGs (**Figure 3G**), there were two highly regulated genes (log_2_FC ≥ 13.5) in AIC compared to AKC; *adcyap1* and *epcam*. In addition, *gcga1*, *stc1*, *segn*, *tm4sf4*, *t4s1*, *ffar2*, *gcga2*, *rlnl* and *scg3* that were detected as upregulated DEGs in AIC also had high fold changes (> 12). As for the downregulated DEGs (**Figure 3G**), there were two genes that were highly downregulated in AIC compared to AKC; *acsl3l* and *p2ry12l* (log_2_FC ≤ -8.9). Furthermore, some other genes were also downregulated; *cd147l*, *mrc2l*, *mip2a*, and *ltb4rl* (log_2_FC ≤ -6.7).

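ssa-miR-192b-5p had 1779 ± 821 (SD, n = 6) TMM-normalized CPM in AIC and 0.166 ± 0.148 (SD, n = 6) in AKC, where its counts ran from 0 to 11. The log2 fold change was 13.24 (standard error 0.71, adjusted p = 1.33e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 13.00 and 13.51 when each library was left out in turn. ssa-miR-196b-5p and ssa-miR-2188-5p had at most 1 count in any AKC library, so only a lower bound can be given against a floor of 3 counts. Their normalized counts in AIC were 158 ± 141 (SD, n = 6) and 81.4 ± 99.9 (SD, n = 6), which with TMM scaling is at least 681-fold higher for ssa-miR-196b-5p and at least 350-fold higher for ssa-miR-2188-5p. The bounds depended on the scaling, the depth and single libraries. When each library was left out in turn, they ran from 535 to 1102 for ssa-miR-196b-5p and from 177 to 399 for ssa-miR-2188-5p. They were 415 and 168 with total counts alone, 337 and 153 with the mapped reads as library size, and 194 and 67.5 after thinning to the smallest library, where the floor is a larger share of each library. Both had 0 counts in at least 1 AIC library and did not pass the filter on low counts, so this fit gives no p for them. Both were called by edgeR without a filter, by DESeq2 and in each of the 6 fits that left out one AKC library. In those 6 fits the filter was rerun on fewer libraries and kept both, so the calls reflect a change of filter. ssa-miR-196b-5p was also called without AIC replicate 1 and ssa-miR-2188-5p without AIC replicate 6.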

The three most upregulated miRNAs (log_2_FC ≥ 12) in AIC compared to AKC were ssa-miR-192b-5p, ssa-miR-196b-5p and ssa-miR-2188-5p. 

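ssa-miR-192a-5p had 3315 ± 1645 (SD, n = 6) TMM-normalized CPM in AIC and 4.59 ± 7.94 (SD, n = 6) in AKC, a log2 fold change of 9.49 (standard error 1.01, adjusted p = 0.000187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ssa-miR-196a-5p and ssa-miR-194a-5p followed with log2 fold changes of 9.00 (standard error 1.33) and 7.90 (standard error 1.38). When each library was left out in turn, ssa-miR-192a-5p ran from 9.09 to 11.31, ssa-miR-196a-5p from 8.69 to 13.88 and ssa-miR-194a-5p from 7.43 to 13.30. A single AKC library held 190 counts of ssa-miR-196a-5p and another held 250 of ssa-miR-194a-5p, while the other AKC libraries had at most 5 and 3. ssa-miR-10b-5p, ssa-miR-125a-5p and ssa-miR-100a-5p were called with log2 fold changes of 3.54, 2.61 and 2.11, and the libraries of the groups overlapped for ssa-miR-100a-5p. ssa-miR-23b-3p rose by 1.39 (standard error 0.40, adjusted p = 0.0164) and ssa-let-7a-5p by 1.19 (standard error 0.25, adjusted p = 0.00216) in the same test. These calls rest on the scaling. With total counts alone the values were 0.48 and 0.29 and neither was called, nor was ssa-miR-100a-5p, at 1.10. ssa-let-7a-5p was called in 5 of the 12 fits that each left out one library. ssa-miR-210-5p and ssa-miR-23a-3p had log2 fold changes of 3.76 (standard error 1.48) and 1.58 (standard error 0.59) that were not larger than the spread between libraries (adjusted p = 0.0961 and 0.0633, edgeR), and DESeq2 called both. ssa-miR-23a-3p was also called with total counts without the 5 most abundant miRNAs (1.65) and without AIC replicate 1 (1.73). ssa-miR-429-3p had at most 1 count in any AKC library and with TMM scaling was at least 246-fold higher in AIC (135 with total counts alone, 109 with the mapped reads and 66.4 after thinning), with 0 counts in AIC replicate 6, and it did not pass the filter. It was called without a filter, by DESeq2, in the 6 fits that left out one AKC library and without AIC replicate 6. In the fits that left out a library and called ssa-miR-429-3p, the filter was rerun on fewer libraries and kept it.

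**Figure D3:**
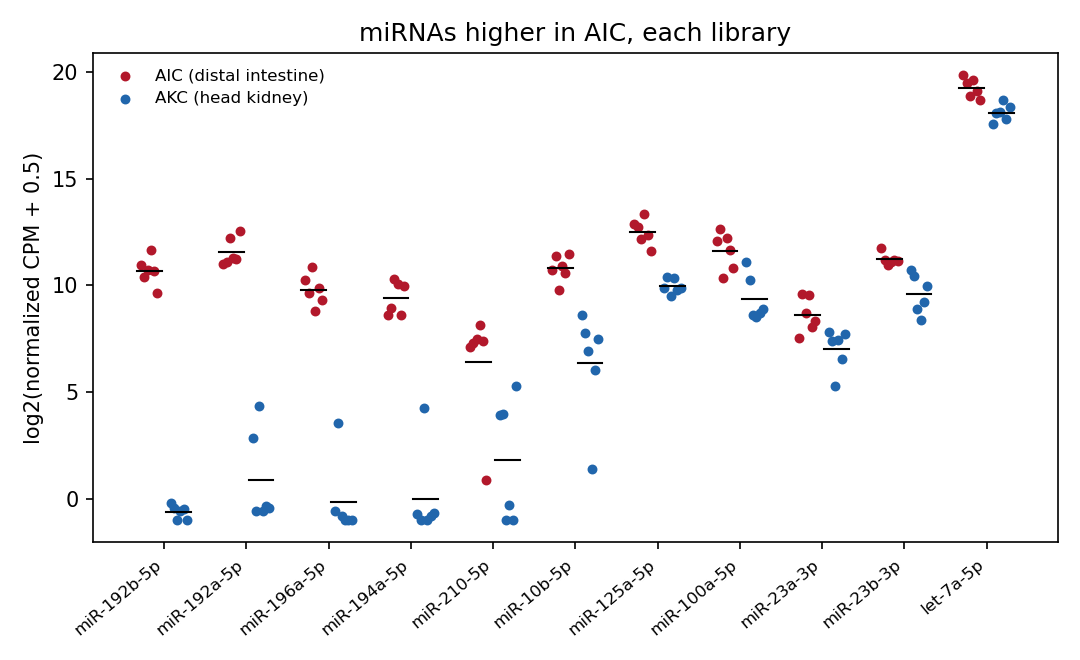
Normalized CPM of each library on a log2 scale, after adding 0.5, for miRNAs that the paper lists as upregulated in AIC. Points are single libraries and black bars are means of the 6 log2 values, and for ssa-miR-210-5p the AIC library with 3 counts lies among the AKC libraries.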

The 20 DE miRNAs that had log_2_FC in the range 1-13 included ssa-miR-429-3p, ssa-miR-192a-5p, ssa-miR-196a-5p, ssa-miR-194a-5p, ssa-miR-210-5p, ssa-miR-10b-5p, ssa-miR-125a-5p, ssa-miR-100a-5p, ssa-miR-23a-3p, ssa-miR-23b-3p and ssa-let-7a-5p (**Figure 3H**). 

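ssa-miR-19d-5p had at most 2 counts in any AIC library and between 1028 and 3081 counts in AKC, where it reached 118 ± 50.0 (SD, n = 6) TMM-normalized CPM. Against the floor of 3 counts and with TMM scaling it was at least 118-fold lower in AIC (adjusted p = 0.000294 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ssa-miR-17-5p had 0 counts in all AIC libraries and 15.5 ± 12.3 (SD, n = 6) normalized counts in AKC, which is at least 15.6-fold lower on average, and it did not pass the filter on low counts. After thinning to the smallest library these bounds were 66.3 for ssa-miR-19d-5p and 7.95 for ssa-miR-17-5p, and with total counts alone and the mapped reads they were higher. AKC replicates 4 and 6 held 1 count each, below the floor, and cannot be told apart from the AIC libraries. Without a filter DESeq2 called it and edgeR did not. ssa-miR-92a-5p had 16.6 ± 28.6 (SD, n = 6) normalized counts in AIC and 263 ± 99.4 (SD, n = 6) in AKC. Its log2 fold change of -3.98 (standard error 1.38) was not past the threshold (adjusted p = 0.0660 from the same test), although the AIC libraries all lay below the AKC libraries. It was called with total counts alone (-4.66), with the mapped reads as library size (-4.78), without a filter (-3.80), with the replicate block (-7.96), by DESeq2 (-4.26) and without AIC replicate 3 (-5.60).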

The three most downregulated miRNAs (log_2_FC ≤ -4.3) in AIC compared to AKC were ssa-miR-19d-5p, ssa-miR-17-5p and ssa-miR-92a-5p. The 17 downregulated DE miRNAs that had log_2_FC in the range between -1 and -9.7 included ssa-miR-155-5p, ssa-miR-128-1-5p, ssa-miR-181c-5p, ssa-miR-21b-5p, ssa-miR-731-5p and ssa-miR-181a-5p (**Figure 3H**).

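ssa-miR-155-5p had 179 ± 175 (SD, n = 6) TMM-normalized CPM in AIC and 1931 ± 1899 (SD, n = 6) in AKC, with a log2 fold change of -3.43 (standard error 0.82, adjusted p = 0.00858 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ssa-miR-181c-5p had 837 ± 353 (SD, n = 6) normalized counts in AIC and 2560 ± 607 (SD, n = 6) in AKC, a log2 fold change of -1.61 (standard error 0.34). Both were called in all 12 fits that each left out one library. ssa-miR-731-5p was called at -1.16 (adjusted p = 0.0340 from the same test), and remained so in 2 of those fits. The differences of ssa-miR-128-1-5p (-2.40, standard error 1.05), ssa-miR-21b-5p (-1.21, standard error 0.55) and ssa-miR-181a-5p (-0.81, standard error 0.32) were not past the threshold (adjusted p = 0.112, 0.113 and 0.0697, edgeR), although the AIC libraries all lay below the AKC libraries for ssa-miR-128-1-5p. The groups overlapped for the other two. DESeq2 called all 3, and so did edgeR with the mapped reads as library size and with total counts alone, where they were at -3.40, -2.19 and -1.63. ssa-miR-21b-5p was also called without a filter (-1.28), with the replicate block (-1.14), after thinning to the smallest library (-1.26) and in 3 of the 12 fits that each left out one library. ssa-miR-181a-5p was also called with DESeq2's size factors in edgeR (-1.04) and in 1 of the 12 fits, and ssa-miR-128-1-5p in none of these. In AKC replicate 1 ssa-miR-21b-5p took 22.4% of the counts, against at most 8.41% in the other AKC libraries.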

### Macrophage Heterogeneity in the Adherent Intestinal and Head Kidney Cells

This is our first exploration to understand the heterogeneity of the macrophages in AIC and AKC. Five candidate markers for carp M1- and M2-macrophages that were identified by Wentzel, Petit (25) were detected in the transcriptome of AIC and AKC (**Figure 3I**). AIC had higher expression of M1-macrophage markers (*nosip*, *nostrin* and *saal1*) while AKC had higher expression of M2-macrophage markers (*tgm2* and *arg2*).

### Integrative Analysis of DE miRNA and Their Target Genes in DEGs

Integrative analysis of DE miRNAs and their target genes among DEGs revealed 15 negative correlation pairs (**Table 1**). Of them, 5 pairs were significantly correlated (p < 0.05; 4 pairs: downregulated DE miRNA—upregulated target gene, and 1 pair: upregulated DE miRNA—downregulated target gene); ssa-miR-19d-5p—*eif5*, ssa-miR-92a-3-5p—*enc3*, ssa-miR-128-1-5p—*lbh*, ssa-miR-181c-5p—*p2rx5* and saa-let-7a-5p—*lrplaa* (**Figure 3J**).

**Table 1:** Negative correlations between differentially expressed miRNAs and their potential target mRNAs among DEGs.

MicroRNA	Target gene	Symbol	Description	Correlation coefficient (r)	P value
AIC—downregulated miRNA & upregulated target gene					
**ssa-miR-181c-5p**	LOC106612812	***p2rx5***	**P2X purinoceptor 5-like**	-0.8927	<0.001
**ssa-miR-19d-5p**	LOC106607644	***eif5***	**Eukaryotic translation initiation factor 5-like**	-0.7989	0.0018
**ssa-miR-128-1-5p**	LOC106571118	***lbh***	**Protein LBH-like**	-0.7321	0.0067
**ssa-miR-92a-3-5p**	LOC106560599	***enc3***	**Ectodermal-neural cortex 3**	-0.6739	0.0162
ssa-miR-92a-3-5p	LOC106589523	*eef2k*	Eukaryotic elongation factor 2 kinase-like	-0.6015	0.0385
ssa-miR-128-1-5p	LOC106574722	*cu051*	Small integral membrane protein 11-like	-0.5774	0.0492
ssa-miR-92a-4-5p	LOC106611553	*qdpra*	Dihydropteridine reductase-like	-0.5728	0.0515
ssa-miR-93a-5p	LOC106576270	*spic*	Transcription factor Spi-C-like	-0.5566	0.0601
ssa-miR-92a-3-5p	LOC106603902	*fam53c*	Family with sequence similarity 53 member C	-0.5525	0.0624
ssa-miR-92a-3-5p	LOC106612663	*fam83b*	Protein FAM83B-like	-0.5459	0.0663
ssa-miR-92a-4-5p	LOC106562770	*call4*	Calmodulin-like protein 4	-0.4746	0.119
ssa-miR-92a-3-5p	LOC106607421	*pbx4*	Pre-B-cell leukemia transcription factor 1-like	-0.4538	0.1384
ssa-miR-92a-4-5p	LOC106601006	*fbxl20*	F-box/LRR-repeat protein 20	-0.3896	0.2105
ssa-miR-92a-4-5p	LOC106572667	*lmbr1l*	Limb region 1 homolog-like protein	-0.3423	0.2761
AIC—upregulated miRNA & downregulated target gene					
**ssa-let-7a-5p**	LOC106565466	***lrp1aa***	**Low-density lipoprotein receptor-related protein 1-like**	-0.7014	0.0110

Significant negative correlations between microRNAs and their target genes are shown in bold.

### Predicted Functional Characteristics of Adherent Intestinal and Head Kidney Cells

The enriched pathways by considering the upregulated genes in AIC compared to AKC included cell adhesion molecules, extracellular matrix-receptor interaction, and apelin signaling pathway (**Figures 4A**–**D**). As for the enriched pathways based on the downregulated genes in AIC, we detected pathways like phagosome, and cytokine-cytokine receptor interaction (**Figures 4F**–**H**). Among the genes involved in the abovementioned pathways, genes linked to claudin were highly expressed in AIC compared to AKC (**Figure 4E**), while colony stimulation factor-related genes were downregulated in AIC (**Figure 4I**). GO term analysis employing the upregulated genes in AIC revealed several enriched terms; they belonged to many binding proteins such as phospholipid binding and interleukin-17 receptor activity (**Figures 5A, C, E**). Downregulated genes in AIC-linked GO terms included enzyme activities such as chemokine receptor binding, cytokine receptor binding, G protein-coupled receptor binding and phospholipid binding (**Figures 5B, D, E**). Several annexin-related genes were found to be contributing to the aforementioned pathways; while *anxa1* and *anxa5* were downregulated, *anxa2*, *anxa2a*, and *anxa3* were upregulated in AIC compared to AKC (**Figure 5F**). In addition, we found that several genes that are known to be associated with intestinal muscularis macrophages were upregulated in AIC; purine-related genes (*p2rx5*, *5ntc*, *p2rx4*, *purg*, and *p2rx1*), nicotinic-related gene (*nmnat2*) and acetylcholine-related genes (*chrna5*, *chrm2*, *slc18a3a*, and *chrna7*) (**Supplementary Figure 3**).

**Figure 4:**
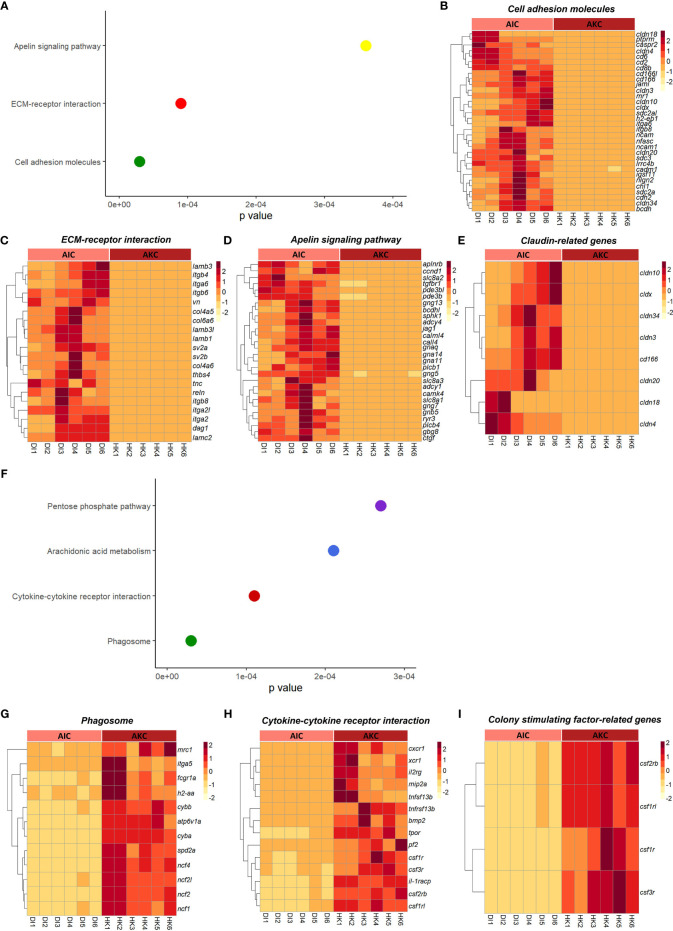
Enriched functions associated with the adherent cells from the intestine and head kidney of Atlantic salmon. **(A)** Enriched KEGG pathways based on the upregulated genes. Heatmaps showing the genes associated with macrophage-related pathways like **(B)** cell adhesion molecules, **(C)** ECM-receptor interaction **(D)** apelin signaling pathway and **(E)** claudin-related genes. **(F)** Enriched KEGG pathways based on the downregulated genes. Heatmaps show the differential expression of genes associated with macrophage-related pathways like **(G)** phagosome, **(H)** cytokine-cytokine receptor interaction and **(I)** colony stimulating factor-related genes. AIC, adherent cells from the distal intestine; AKC, adherent cells from the head kidney.

**Figure 5:**
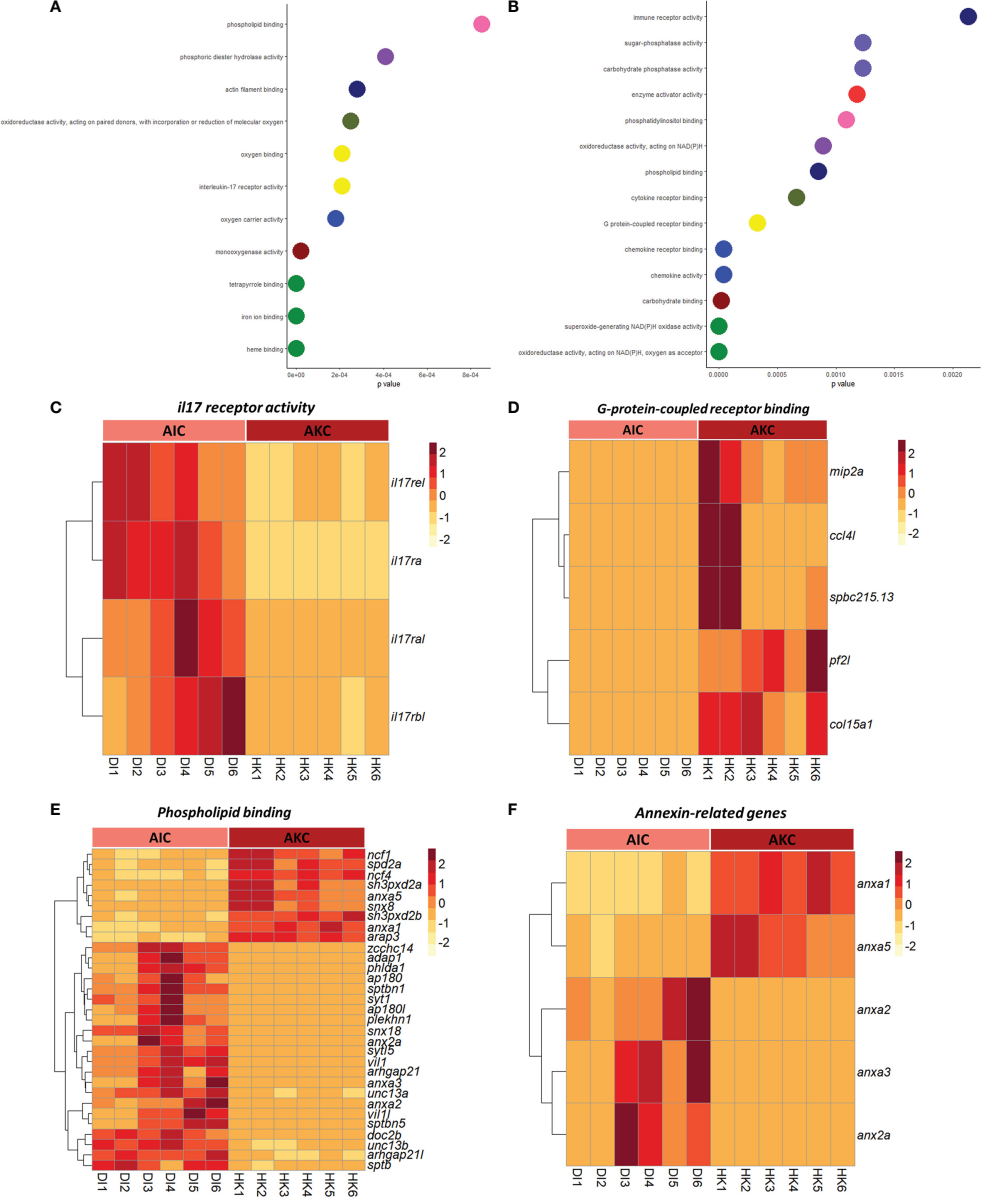
Enriched GO terms associated with the adherent cells from the intestine and head kidney of Atlantic salmon. Enriched GO terms based on the upregulated **(A)** or downregulated **(B)** genes. Heatmaps showing the genes associated with macrophage-related GO terms like **(C)** il17 receptor activity **(D)** G-protein-coupled receptor binding **(E)** phospholipid binding and **(F)** annexin-related genes based on both up or downregulated genes. AIC, adherent cells from the distal intestine; AKC, adherent cells from the head kidney.

## Discussion

Teleost fish intestinal immune cell types are not characterized thoroughly because of the scarcity of appropriate antibodies and complexity of techniques to be adopted for such discovery. We have been characterising Atlantic salmon intestinal cells employing novel approaches. Our strategy has been to exploit the ability of the intestinal cells to adhere to surfaces, specifically, the adherent cells from the distal intestine (AIC) and distinguish these by gene expression. Adopting this approach, we previously found that AIC express several macrophage-specific genes (8). In the present study, we further examined macrophage-like cells in the AIC population for phagocytic activity and cell shape. In addition, we identified equally abundant genes in both AIC and adherent cells from head kidney (AKC or macrophage-like reference cells) as well as differentially expressed (DE) mRNAs and miRNAs in AIC compared to AKC. Analysis of DE miRNAs and DE mRNAs revealed several enriched pathways and GO terms. In addition, correlation analysis of these differentially expressed genes revealed the negatively correlated pairs in the intestinal macrophages of salmon.

### Macrophage-Like Cells in AIC

Adherent HK cells from Atlantic salmon are known to contain macrophages originating from monocytes (42). The origin of macrophage-like cells in AIC is yet to be revealed; some are likely to be resident while others could be freshly recruited for a particular function. In mammals, intestinal macrophages interact with commensal gut microbiota and antigens from both food and pathogenic microbes (43). Depending on the required tolerance or activation of the immune system, macrophages get polarized into M1 and M2 phenotypes with distinct morphology (44). Our study showed heterogeneity of macrophages in AIC and AKC; macrophage populations comprised both M1- and M2-like phenotypes. For example, the genes *serbp1a* (plasminogen activator inhibitor 1 RNA-binding protein-like) and *cnbp* (CCHC-type zinc finger, nucleic acid binding protein) were equally abundant in both, AIC and AKC. The former gene is known to recruit macrophages and polarize them into M2 forms (45) while the latter is associated with the cytosol of macrophages and is a key regulator of transcription of c-Rel–dependent IL-12β gene and Th1 immunity (46). The gene encoding adenylate cyclase activating polypeptide 1, *adcyap1*, was upregulated in AIC. This cytoprotective peptide modulates murine macrophage polarization during chronic inflammation—increased M2 polarization but reduced M1 polarization by interfering with JNK/STAT3 signalling pathway (47). Two other genes were downregulated in AIC, namely *mrc2l* (C-type mannose receptor 2-like) and *ltb4rl* (leukotriene B4 receptor 1-like). The former is known to be expressed by mouse M2-like macrophages (48), and *ltb4rl* is expressed by mouse macrophages favouring M2 polarization (49). On the contrary, two other genes upregulated in AIC, namely *stc1* (stanniocalcin 1) and *rlnl* (relaxin-like), point to the existence of M1 macrophages. A recent study reported that lipopolysaccharide (LPS)/IFNγ-induced M1 human macrophages had higher expression levels of STC1 compared to phorbol myristate acetate-induced M0- and IL-4/IL-13-induced M2-macrophages (50). Furthermore, *rlnl* (relaxin-like protein), is known to significantly increase pro-inflammatory cytokine IL-6 in human M1 macrophages (51). Murine and human M1 macrophages that express *cd147* induced Th17 differentiation (52) and this gene was downregulated in AIC. In our study, GO terms for upregulated genes in AIC included *il17* receptor activity because of the induction of several *il17* receptor-related genes (*il17rel*, *il17ra*, *il17ral*, and *il17rbl*), suggesting that AIC could have stronger Th17 responses than AKC. A study on IL-17 knockout mice (53) showed that IL-17 is associated with M2-like macrophages to protect against DSS-induced colitis. The head kidney and intestine cells of Atlantic salmon had similar expression of *mst1ra*. This gene, encoding macrophage-stimulating protein receptor, is expressed on mammalian peritoneal macrophages (54) and regulates their biological functions, including phagocytosis and M1-M2 macrophage balance (55).

In the present study, adherent cells in AIC and AKC had different morphologies; the cells in AIC were larger and more circular than those of AKC. On the contrary, the cells in AKC were more stretched compared to those of AIC. Mammalian studies have reported that following migration from the bloodstream into the tissues, bone marrow-derived monocytes enlarge and differentiate into resident macrophages by increasing their lysosomal and hydrolytic enzymes and mitochondrial number and size (56). However, it should also be noted that replenishment of tissue-resident macrophages can take place locally and independent of macrophages derived from circulating monocytes (57, 58). In a study on mice (59), tissue-resident macrophages that did not originate from bone marrow were larger in size and more circular. A study by Leavy (44) found that macrophage elongation is a characteristic of M2 macrophages that have higher expression levels of arginase 1 and lower expression of nitric oxide synthase. In our study, AKC had higher expression of *arg2* (arginase 1) and *tgm2* (transglutaminase 2) and lower expression of two nitric oxide synthase-related genes; *nosip* (nitric oxide synthase-interacting protein), *nostrin* (nitric oxide synthase trafficking) and *saal1* (serum amyloid A like 1) compared to AIC. Human studies revealed the increase in expression of transglutaminases 2, known as a marker of M2-macrophages, during the monocyte-to-macrophage differentiation (60, 61). Our previous studies on teleost common carp macrophages identified potential markers for M1-macrophages (*il1b*, *nos2b* and *saa*) and M2-macrophages (*timp2b*, *tgm2b* and *arg2*) based on LPS and cAMP stimulation, respectively, with associated differences in nitric oxide production and arginase activity (25). Here, we noted differential expression of the genes *nosip* and *nostrin*, both involved in modulating nitric oxide synthesis (62, 63). Our data indicated that phenotypical changes in macrophages could be closely related to the cell shapes.

There are several studies in mammals that describe the epigenetic control and shaping of macrophage phenotypes. A study on mice (64) showed that by inhibiting the histone deacetylase activity, macrophage differentiation (M2 phenotype) and morphology (towards an elongated shape) can be altered. Hence, miRNAs, the epigenetic modulators, also play a key role in shaping the macrophage shapes and phenotypes. We did not study histone deactylase activity but investigated miRNA levels in the two cell types, because it is known that histone deacetylase activity can affect gene expression (miRNA and mRNA) (65). The miRNAs that were equally or differentially abundant in AIC and AKC included ssa-let-7b-5p, ssa-miR-125b-5p, ssa-let-7c-5p and miR-23a-3p. In mammalian macrophages, let-7b (66), let-7c-5p (67) miR-125b (68) and miR-23a-3p (69) have been associated with macrophage polarization. Some of the upregulated miRNAs in AIC have been found to be associated with M2 polarization. One of them was ssa-miR-100a-5p, and miR-100 can induce the M2-polarization of macrophages (70) and high expression of let-7a upregulated the anti-inflammatory factors and promoted the switch from M1 to M2 phenotype (71). ssa-miR-125a-5p was among the top upregulated miRNAs in AIC and high expression of miR-125 has been reported in mice M2-macrophages (72). In addition, ssa-miR-192a-5p was upregulated in AIC, as observed for bone marrow-derived macrophages of mice, wherein the expression of miR-192 promoted M2-macrophage differentiation *in vitro* (73). In salmon, ssa-miR-462a-5p was expressed during head kidney monocyte-to-macrophage differentiation (15). Yet another miRNA upregulated in AIC is ssa-let-7a-5p and its target gene is *lrp1aa*. Mueller, Zhu (74) found that low-density lipoprotein receptor-related protein (*lrp*) controls the expression of C-C chemokine receptor type 7 (*ccr7*, a macrophage polarization marker) in mice macrophages. LRP1-mediated signalling helps in the resolution of active inflammatory response and promotes the conversion to anti-inflammatory M2 functional phenotype (75). In addition, LDL receptor-related protein-1 is known to regulate miR155 (76). It should be noted that ssa-miR-155-5p was downregulated in AIC. As of the upregulated genes in AIC, miR-196b-5p (77), and miR-196 (78) were associated with macrophage activation. Eukaryotic translation initiation factor-5 (*eif5*) is the target gene of ssa-miR-19d-5p and it was downregulated in AIC, and *eif5* is known to modulate mitochondrial respiration and indirectly affect alternative (M2) macrophage activation in humans (79). Hence, we believe that macrophage polarization is regulated by miRNA.

As for the G-protein-coupled receptors on intestinal macrophages, they are closely linked to neurotransmitters (80, 81). In our study, although the expression of G-protein-coupled receptors were lower in AIC, we observed higher expression of two neurotransmitter-related genes, *ndf1* and *pxsk1*. It should be noted that intestinal muscular macrophages that are located near enteric neurons have many neurotransmitter receptors for example purinoceptors, nicotinic and acetylcholine receptors (82). A recent study revealed that lamina propria as well as muscularis-associated macrophages were significantly reduced (50 and 95%, respectively) in *irf8*-deficient zebrafish (83). Although *irf8* was downregulated in AIC, certain other genes linked to muscularis macrophages were upregulated in AIC; purine-related genes (*p2rx5*, *5ntc*, *p2rx4*, *purg*, and *p2rx1*), nicotinic-related gene (*nmnat2*) and acetylcholine-related genes (*chrna5*, *chrm2*, *slc18a3a*, and *chrna7*). Taken together, the intestinal macrophage pool that we isolated presumably contains muscularis macrophages and have phagocytic ability as stated about the tissue-resident macrophages by De Schepper, Stakenborg (84).

### Other Cell Types Required for Macrophage Activation

Several genes that were upregulated in AIC can be linked to structural cells like epithelial cells and endothelial cells. Two cell adhesion-related genes, namely *bcam* and *ceacam18* were expressed in both, AIC and AKC. In mice, basal cell adhesion molecule (*bcam*) plays crucial roles in facilitating the accumulation of monocytes and macrophages (85). Our functional analysis revealed that enriched pathways based on the upregulated genes in AIC included pathways of cell adhesion molecules, and pathways of extracellular matrix-receptor interaction. An *in vitro* study on human cell line (86) reported that during monocyte-macrophage differentiation, macrophages produce proteoglycans that can control cell adhesion and formation of extracellular matrix. The top DEGs in AIC included genes associated with endothelial (*segn* and *scg3*) (87, 88) and epithelial cells (*epcaml*, *tm4sf4* and *t4s1*) (89). Chi and Melendez (90) reported that an interplay between monocytes and endothelial cells is mediated by intercellular or vascular cell adhesion molecules. Furthermore, Prieto, Eklund (91) reported that the maturation of monocytes to macrophages is regulated by cell adhesion molecules.

In conclusion, the present flow cytometric and transcriptomic studies have provided new cellular and molecular insights on the intestinal adherent cells of Atlantic salmon. Flow cytometry data revealed the differences between the morphologies of AIC and AKC. The transcriptome data provided information of specific miRNA and mRNA, and this knowledge was used to indicate the existence of both M1 and M2 macrophages in the adherent intestinal cells of salmon. Taken together, we have revealed the functional characteristics of the macrophages isolated from the two organs; in terms of their phagocytic activity, polarizations, and interaction with structural cells like epithelial cells and endothelial cells. However, the comparison that has been done (AIC vs AKC, without stimuli) is not based on a pure macrophage population and other cell types can be found in the adherent cell populations. For example, non-professional phagocytes like epithelial cells, endothelial cells and fibroblasts are adherent cell types (92–94) with high phagocytic activity (95). Furthermore, the cell types other than macrophage-like cells will be very different in head kidney and distal intestine and may account for some of the DEGs. It should also be noted that although we tried to classify M1 and M2 macrophages based on transcriptome data, there could be a wide macrophage diversity spectrum, and possibly not just a switch between the two complex phenotypes. Nevertheless, there occurs a switch between M1 and M2 depending on health and disease conditions (96, 97). Ideally, other tools like single-cell RNA sequencing or RNA *in situ* hybridisation can provide a better understanding of intestinal macrophage populations and functions. The adherent cell population reported here should be further studied to understand their contribution to intestinal immunity in Atlantic salmon.

## Data Availability Statement

mRNA-Seq and small RNA-Seq data can be found in Gene Expression Omnibus (GEO, NCBI) under the accession numbers GSE154142 and GSE154147, respectively. All in-house scripts can be obtained from the authors on request.

## Ethics Statement

The present study was approved by the National Animal Research Authority in Norway (Mattilsynet; FOTS ID 10050) and all the protocols were according to its guidelines.

## Author Contributions

YP, GW, JF, and VK conceived and designed the study. YP and QZ performed the experiment, RNA sequencing and data analysis. YP wrote the first draft of this manuscript. YP, QZ, GW, JF, and VK read and revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was partially supported by INFISH project (272004) funded by the Regionale Forskningsfond Nord-Norge. YP was a recipient of the Korean Government Scholarship—National Institute for International Education, South Korea.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

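Small RNA of adherent cells from the distal intestine (AIC) and the head kidney (AKC) of Atlantic salmon was sequenced in 6 libraries per group. The authors trimmed adapters with Cutadapt, removed low-quality reads with the FASTX-Toolkit, mapped clean reads to ICSASG_v2 with mapper.pl of miRDeep2 and counted them with quantifier.pl against salmon miRNAs of miRBase. The authors deposited estimated counts per mature miRNA, not normalized for library size, in one table with a column for each library. The table had 361 rows, of which 181 had no count in any library, no repeated names (0) and 1 pair of rows with identical counts. In 12 rows some values had fractions, and the origin of these was not tested. The 7 cells written with 3 significant digits show that some counts were rounded before they were deposited. The mRNA libraries of the paper were not analysed here.

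From the deposited counts, rounded to whole numbers, the following was computed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9. The design, the alternatives and the rule for the named miRNAs were set before the data were examined. edgeR's filterByExpr with its default minimum count of 10 kept 76 miRNAs, TMM factors scaled the libraries, and the quasi-likelihood test compared AIC with AKC. Calls needed a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. Normalized counts are CPM, the counts scaled to a TMM-adjusted library size of 1000000, and values are given as mean and SD over libraries. Confidence intervals are at 95% and use edgeR's posterior variance. Single comparisons of library totals or shares used exact permutation tests over all splits of 6 against 6. The paper's text does not give its filter on low counts. The alternatives were DESeq2's size factors, total counts, total counts without the 5 most abundant miRNAs, the mapped reads of Supplementary Table 1 as library size, no filter, at least 10 counts in 6 libraries, DESeq2's Wald test, glmTreat against a fold change of 2, the replicate number as a block, thinning to the smallest library, and leaving out each library in turn. In each fit that left out one library the filter on low counts was rerun, so the tested miRNAs differ from the 76. With 0 repeated names, summing repeated rows could not change a value and was not run.

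The replicate numbers come from the column names and Supplementary Table 1. The paper sampled 6 fish and states no pairing of the libraries, so the fit without the block is the one reported first. Named are the miRNAs in the paper's text, Figure 3H or Table 1, the 5 with the highest mean normalized count, the 5 largest increases and 5 largest decreases among called miRNAs whose groups did not overlap, and the 10 most abundant miRNAs called in only one of this fit and Supplementary Table 5. A group whose libraries all held at most 3 counts was treated as a floor, and folds against it are lower bounds. At the depth of the libraries, 3 counts correspond to between 0.105 and 1.59 normalized CPM.

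The fit was tested on simulated data drawn from the means, library sizes and dispersions of the 76 miRNAs, with 20 changed in each of 40 tables. edgeR recovered 31.0% of changes of 4-fold, 75.0% of 16-fold and 92.9% of 64-fold, with 3.50%, 3.23% and 3.00% false calls, and the confidence intervals covered 94.8%, 93.9% and 93.8% of true values. DESeq2 recovered 49.0%, 86.8% and 94.8%, with 8.41%, 7.84% and 8.01% false calls. The draws were negative binomial with as many increases as decreases, and held no loss or amplification of few molecules. The real table had 24 cells between 11 and 50 counts, against at least 111 in tables drawn from a fitted negative binomial model. These rates therefore hold for the model and may not hold for the real table. After the first results had been seen, 47 filters on low counts were tried in DESeq2 while looking for one that gives the numbers of calls in the paper, and 2 further fits followed. All are given in the closing section, and the only one with a value beside the paper's text is DESeq2 on the 76 miRNAs, which starts from the same miRNAs as the edgeR fit. DESeq2 was run with its default outlier check and independent filtering, and a miRNA without an adjusted p was counted as not called.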

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

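All tests in this part but that of the filter for ssa-miR-200a-3p were chosen after the result had been seen. The library farthest from the others of its group was compared with the group's range in 95 groups of 6, and 9 had a library far from the rest. By chance about 4.75 are expected, so the number alone is less than 2 times what chance gives. The number itself was not tested, and some groups overlap, so whether chance accounts for it was not decided. Of these 9, 7 concern counts of single miRNAs, and in 5 of the 7 either the far library or all of the others held at most 10 counts, so loss or amplification of few molecules is a candidate explanation for them. The limit was first set to 13, a value seen in the data, and then changed to 10. A limit of 13 would add ssa-miR-10b-5p, so the number depends on the limit. ssa-miR-429-3p had 0 counts in AIC replicate 6 and 101 to 457 in the other AIC libraries. ssa-miR-210-5p had 3 counts in the same library and 257 to 2040 in the others, and was called in 0 of the 12 fits that each left out one library. ssa-miR-196a-5p had 190 counts in AKC replicate 2 against at most 5, ssa-miR-194a-5p had 250 in AKC replicate 3 against at most 3, and ssa-miR-93a-5p had 120 in AIC replicate 4 against at most 2. ssa-miR-10b-5p had 13 counts in AKC replicate 4 and 933 to 11284 in the other AKC libraries. ssa-miR-23b-3p had 6466 counts in AIC replicate 1, and 4967 to 15657 in the other AIC libraries, and was the highest of the group after scaling.

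The share of ssa-miR-21b-5p was 22.4% in AKC replicate 1 and 2.45% to 8.41% in the other AKC libraries, and the miR-21 family together took 24.1% there against 2.94% to 9.17%. AKC replicate 1 has the largest total count, so low depth is not the reason. Among the leukocyte markers named under Other observations, ssa-miR-155-5p and ssa-miR-146a-5p were also highest in this library among AKC. They had 4972 and 1121 TMM-normalized CPM there, against 3656 and 406 in AKC replicate 2, the next highest. ssa-miR-150-5p was highest in AKC replicate 6, at 22194 against 18034 in AKC replicate 1. No biological explanation was tested, since nothing in the design sets AKC replicate 1 apart.

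ssa-miR-200a-3p was called higher in AIC with a log2 fold change of 9.13, all AIC libraries above all AKC libraries, and it was called in all 12 fits that each left out one library. It is in neither Supplementary Table 3 nor Supplementary Table 5, and the paper's text does not name it. A filter on low counts was tested as an explanation. Of the 37 miRNAs the paper lists as differentially expressed, 26 have a lower mean normalized count, so low counts do not account for its absence. Its counts in AKC ran from 0 to 447, and carry-over between libraries was tested with other miRNAs under Other observations. There a single rate would not give all of the counts (2.63), and carry-over as the source of part of them could not be excluded. No biological explanation beyond the tissue was tested.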

How the results depend on the processing

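Among the alternatives, at least 10 counts in 6 libraries kept the same 76 miRNAs and could not move any result. The separation of AIC and AKC libraries was past its threshold under every alternative run, with a pseudo-F from 5.49 without a filter to 13.6 on the variance-stabilising scale, and from 7.98 to 9.92 across the 12 fits that each left out one library.

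The number of differentially expressed miRNAs was 20 and ranged from 18 to 22 across the 12 fits that each left out one library. These fits had 11 to 16 higher and 5 to 9 lower in AIC, 58 to 68 not called and 32 to 42 with an absolute log2 fold change below 1. The filter was rerun in each of them and kept from 79 to 86 miRNAs. Of the 20 calls, 16 to 19 remained, so similar totals do not mean the same miRNAs. The number was 33 with the mapped reads as library size, 41 without a filter, 57 with DESeq2's Wald test and 13 with glmTreat. The miRNAs higher in AIC numbered 32 without a filter and 34 with DESeq2. Those lower in AIC numbered 20 with total counts alone, 24 with the mapped reads, 23 with DESeq2 and 3 with glmTreat. Without a filter 139 miRNAs were not called, and with DESeq2 123. An absolute log2 fold change below 1 was found for 21 with the mapped reads and 54 without a filter. With the replicate block 22 were called, 19 of them shared, and the mean correlation of same-numbered libraries was -0.00143. A correlation as high came from 0.493 of the 720 pairings. The 57 calls of DESeq2 combine a change of tool with the lack of a filter on low counts before the fit. DESeq2's own check for outlying counts by Cook's distance left 46 of the 180 miRNAs without a p, and these are among the 123 not called, of which 77 had an adjusted p. Without a filter edgeR called 41, and on the same 76 miRNAs, in a fit chosen after the data were seen, DESeq2 called 33, with 5 left without an adjusted p by its independent filtering. The scaling is taken up under Other observations, and other causes were not tested.

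Further runs were chosen after the data were seen. While looking for the paper's number of calls, 47 filters on low counts, making 36 distinct sets of miRNAs, were tried in DESeq2. They gave 32, 33, 35, 36, 37, 38, 40, 41, 43, 47, 49, 50, 52, 53, 54, 55, 56 or 57 calls. edgeR on the miRNAs with a count in at least 5 libraries gave 24, where DESeq2 gave 38, and DESeq2 on the same set with ssa-miR-200a-3p taken out gave 37.

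The share of variance on the first principal component was 36.4% without a filter, 37.1% with each miRNA scaled to unit variance, and 48.0% to 53.7% across the fits that each left out one library. With the mapped reads as denominator, the difference of AIC minus AKC in the share of ssa-let-7a-5p was 0.0204 percentage points and no longer past the threshold. The sign reversed for ssa-let-7b-5p (-0.534), the let-7 family (-2.24) and the 5 most abundant miRNAs together (-12.4). None of these 3 reversed differences was past the threshold (exact permutation tests, two-sided, p = 0.816, 0.777 and 0.284). The 5 miRNAs together reached 106% of the mapped reads in an AIC library and 108% in an AKC library, so these values are not true shares. Leaving out each library in turn, the difference ran from 5.70 to 11.3 for the let-7 family, 6.57 to 9.87 for ssa-let-7a-5p, 0.199 to 2.47 for ssa-let-7b-5p, 23.4 to 25.2 for ssa-miR-375-3p, -22.1 to -20.0 for ssa-miR-92a-3p, -22.1 to -20.1 for the miR-92 family, -7.02 to -3.03 for ssa-miR-21b-5p, -7.71 to -3.48 for the miR-21 family and 5.99 to 7.56 for the 5 most abundant together. ssa-miR-150-5p ranked 2 with DESeq2's size factors too, and with total counts alone it was no longer below an absolute log2 fold change of 1, so it had no rank.

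Of 35 named miRNAs that were tested, ssa-let-7b-5p reversed with the mapped reads (-0.080). ssa-miR-125b-5p, whose log2 fold change of -0.0051 has no clear sign, changed it without the 5 most abundant miRNAs in the scaling (0.027), after thinning (0.079) and in fits that left out one library, which ran from -0.46 to 0.16. Total counts alone made 12 stronger and 3 weaker, the mapped reads 13 stronger and 3 weaker, DESeq2 13 stronger, and glmTreat 5 weaker. The correlation of epithelial and leukocyte marker miRNAs among AIC libraries was -0.355, and reversed with total counts alone (0.167) and with the median of the markers (0.246). Low depth limits miRNAs near the floor most, and after thinning to the smallest library 19 of the 20 calls remained. The lower bounds of the folds move with the depth, the scaling and the library left out. For ssa-miR-2188-5p they ran from 67.5 after thinning to 399 without AIC replicate 4.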

Differences from the paper's values

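The paper reports 37 differentially expressed miRNAs, and 20 were called here. Of the alternatives set before the data were examined, the mapped reads as library size (33), total counts alone (29) and no filter (41) were within 1.5 times the paper's number, and the others, including DESeq2 without a filter (57), the replicate block (22), glmTreat (13), DESeq2's size factors in edgeR (21), total counts without the 5 most abundant miRNAs (20), thinning (20), at least 10 counts in 6 libraries (20) and the fits without one library (18 to 22), were not.

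The paper reports 20 miRNAs higher in AIC, and 13 were higher here. Within 1.5 times were total counts without the 5 most abundant miRNAs (14) and the fits without AKC replicates 1, 2, 3, 4, 5 and 6 (14, 14, 15, 16, 15 and 14). DESeq2 (34), no filter (32), DESeq2's size factors in edgeR (12), the replicate block (12), total counts alone (9), the mapped reads (9), glmTreat (10), thinning (13), at least 10 counts in 6 libraries (13) and the fits without one AIC replicate (11 to 13) were not. The paper reports 17 lower in AIC, and 7 were lower here. Total counts alone (20), the mapped reads (24) and DESeq2 (23) were within 1.5 times, and the other alternatives, from 3 with glmTreat to 10 with the replicate block, were not.

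Settings chosen after seeing the values reached some of these numbers. Of 47 filters on low counts tried in DESeq2 to find the paper's numbers, none gave all 4 of the paper's numbers of miRNAs called, higher, lower and not called (0 filters). At least 1 count in at least 6 libraries gave 37 called, 20 higher and 17 lower, with 52 not called against the paper's 59. At least 1 count in at least 5 libraries gave 59 not called, with 38 called, 21 higher and 17 lower. Taking ssa-miR-200a-3p out of the latter set, which was done because the number of calls was 1 over the paper's, gave 37 called, 20 higher, 17 lower and 59 not called. DESeq2 on the same 76 miRNAs as the edgeR fit, one of these 47 filters, gave 33 called, 17 higher and 16 lower, each within 1.5 times the paper's number. A match found by such a search does not identify the filter the paper used.

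The paper lists 18 miRNAs as differentially expressed that were not called here, of which 13 were tested and 5 did not pass the filter. DESeq2 without a filter called all 18. Total counts alone and the mapped reads as library size each called 9 of them, no filter 7, DESeq2's size factors in edgeR 3, the replicate block 3, total counts without the 5 most abundant miRNAs 1 and thinning 1. The fits that left out one library called from 0 to 4, and glmTreat and at least 10 counts in 6 libraries called 0. The paper names ssa-let-7b-5p and ssa-miR-150-5p as the most abundant of the similarly expressed miRNAs. The log2 fold change of ssa-let-7b-5p here was 1.07, outside the limit of 1, and it was within the limit with DESeq2's size factors (0.90), total counts alone (0.19) and the mapped reads (-0.080). Over the fits that left out one library it ran from 0.53 to 1.31, on both sides of the limit.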

Other observations

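In this part the test of marker miRNAs was set before its result was seen, and the other tests were chosen after their results or the pattern had been seen. The 20 calls were compared with other groupings of the libraries. Among the 32 splits that part all 6 same-numbered pairs, 1, the real one, gave as many calls, and the others gave at most 1. A set of 100 splits of 6 against 6 was made of the real one and random draws from the rest. Again only the real one (1) did, and the others gave 0 calls, with a median of 1 and at most 11 miRNAs at an unadjusted p below 0.05. A split that mixes AIC and AKC puts their difference into the spread within its groups, which leaves few calls. The comparison therefore bears on the calls as a whole and not on single miRNAs. After thinning all libraries to the smallest total, 19 of the calls remained, so the difference in depth does not account for them. The excess of higher over lower calls is another matter. With total counts alone 31.0% of the calls were higher in AIC, against 65.0% with TMM scaling, so the direction of the excess cannot be told apart from the choice of scaling.

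Few counts lay between 11 and 50. There were 109 cells with 1 or 2 counts, 44 from 3 to 10, 24 from 11 to 50 and 192 from 51 to 250. In 200 tables drawn from the fitted negative binomial model the number between 11 and 50 was at least 111 (median 141). Amplification of few molecules over 25 PCR cycles from 50 ng of RNA is a candidate explanation for these 24 cells, in which case counts of about 50 to 500 may stand for single molecules and the tests on rare miRNAs count fewer molecules than reads. Other processing steps that remove or merge intermediate counts were not tested.

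ssa-miR-375-3p, which Supplementary Table 5 lists and the paper's text does not discuss, had the smallest adjusted p of the fit (2.67e-12) and a log2 fold change of 11.67. Its AKC counts, from 355 to 2289, had a median equal to 0.0216% of its AIC total. For ssa-miR-200a-3p, ssa-miR-192a-5p, ssa-miR-192b-5p, ssa-miR-194a-5p and ssa-miR-196a-5p that share was between 0.00208% and 0.00822%. The highest share was 2.63 times the next, so a single rate of carry-over between libraries sequenced together would not give all of these counts. AKC replicates 2 and 3 argue against a rate that varies between libraries but is shared by all miRNAs of a library. In replicate 3, ssa-miR-192b-5p had 0 counts and ssa-miR-194a-5p 250, with AIC totals of 48615 and 21526. In replicate 2, ssa-miR-200a-3p had 8 and ssa-miR-196a-5p 190, with AIC totals of 97343 and 24045. Except for ssa-miR-375-3p, AKC replicates 4, 5 and 6 held at most 8 counts of these miRNAs and cannot decide. Carry-over of single molecules, or as the source of part of the counts, could not be excluded.

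The 5p arms of miR-92a (3 mature miRNAs) were 0.0400% ± 0.0474 (SD, n = 6) of the count of ssa-miR-92a-3p in AIC and 0.240% ± 0.0898 (SD, n = 6) in AKC, with AIC below AKC in all libraries (exact permutation test on log2 ratios, two-sided, p = 0.00216, the smallest that 6 against 6 allow). A ratio within a library does not depend on its scaling. Loss of rare molecules was tested by drawing molecules at the lowest AKC ratio, at 220.5 counts per molecule, and 1.07% of 100000 draws gave an AIC total as low as the observed 1447. The draw assumes an equal number of counts for each molecule, so it understates the spread. As a hypothesis, the arms of miR-92a may be retained differently in AIC and AKC.

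A mix of epithelial cells and leukocytes that varies between AIC libraries would give opposite changes of their marker miRNAs. The mean log2 level of 4 epithelial markers (ssa-miR-192a-5p, ssa-miR-194a-5p, ssa-miR-200a-3p and ssa-miR-375-3p) and of 3 leukocyte markers (ssa-miR-155-5p, ssa-miR-146a-5p and ssa-miR-150-5p) had a Pearson r of -0.355 (exact permutation p = 0.547) and a Spearman rho of 0.0286 (exact permutation p = 1) over the 6 AIC libraries. Both p were 1 after Benjamini-Hochberg adjustment over the 2 correlations, and without the 2 libraries farthest from the median of the epithelial markers r was -0.144. With total counts alone r was 0.167 over all 6 libraries and -0.921 without the 2 farthest, which is in the direction that such a mix would give and was not tested on the 4 libraries left. With the median of the markers r was 0.246 and -0.123. No correlation over the 6 libraries had a p below 0.05 under these 3 settings. The relation changed with the scaling and with the libraries left out, and a mix that varies between AIC libraries is neither shown nor excluded. The test does not bear on whether epithelial cells are present in all of them.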
